A study of Mus musculus with 7 samples. Its data were reported in "Loss of histone methyltransferase SETD1B in oogenesis results in the redistribution of genomic histone 3 lysine 4 trimethylation" (2022).

How the data were processed

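Single GV oocytes were collected by the authors from 21-day-old Setd1b cKO and Setd1b WT females, 1 oocyte per library. The authors amplified cDNA with the SMARTer Ultra Low kit, built libraries with the NEBNext kit and sequenced single reads on a HiSeq. They trimmed the reads with trim galore, mapped them with Hisat to GRCm38 guided by known splice sites, and removed hits of low mapping quality, which affects reads that fit several copies of a gene family. Reads were quantified in SeqMonk over a set of oocyte transcripts defined earlier, with the isoforms merged. Whether the counting used the strand is not stated, so overlapping and antisense transcripts are uncertain, and 33.5% of the transcripts overlap another. The study tested differential expression with a model for counts.

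The deposited values are log2 RPM, scaled by the authors to the mapped reads of each library, with 0.9 read in place of 0 reads. For every library 2 to the power of the value, divided by the value of 1 read, gave whole reads for 100% of the values above that floor. Library totals recovered from this step ran from 8582493 to 12972366 mapped reads. The table held 33437 transcripts in 7 libraries. Replicates were the libraries that the labels give to each genotype, 4 Setd1b cKO and 3 Setd1b WT, and no library was left out.

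Transcripts were named from GENCODE release M21. A transcript took the gene on its strand whose span it overlapped best, if the overlap was at least 0.5 of the union of the spans (15961 transcripts). Otherwise it took the gene the deposited table gives, if that gene lay on the same strand and was not yet taken (2999 transcripts). The table names a gene for 23939 transcripts, of which 30.0% lie on the opposite strand. In all 18960 transcripts (56.7%) received a symbol, 14695 of them protein-coding, and 14477 did not. Placeholder symbols were replaced by the current RefSeq symbol where there was one. The rule with the table's gene and the RefSeq symbols was added after an exploratory fit had been seen, when members of the PRAME family were found under placeholder names. The first naming, by span and GENCODE symbol alone, is given as an alternative beside the set tests. The total counts of higher and lower genes do not depend on the naming, but counts by gene type and within gene sets do.

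The tests, the samples in each fit, the gene lists, the rule for named genes and most alternatives were chosen before the data were examined. The deposited values are log2 RPM and not counts, so the main test was limma on the log scale, and the recovered reads were tested with voom as an alternative. Values were transformed to log2(RPM + 1), where a transcript with 0 reads had 0 RPM, and genes with at least 1 RPM in at least 3 libraries were tested (18179 transcripts, called genes throughout). Genotypes were compared with lmFit and eBayes with an intensity trend in limma 3.58.1 under R 4.3.3, without covariates. Genes past the threshold had a Benjamini-Hochberg adjusted p under 0.05 and a change over 2-fold. Named genes were Setd1b, the fixed list of H3K4 and DNA methyltransferases, in each direction the 8 largest changes among genes past the threshold with a symbol, a mean of at least 8 RPM and no overlap between genotypes, and at most 5 members past the threshold of each set. A gene that this rule selects is not reported here.

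Gene sets were tested with camera in limma, two-sided, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 7 sets. Its variance trend was switched on after the exploratory fit, and camera without it is an alternative. Levels of single values were compared with exact permutation tests over the 35 splits of the libraries, whose smallest p is 0.0286. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Of a granulosa cell marker list with 22 genes, 21 were in the table, and its values are given with the other observations.

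The fits were tested on simulated data, in which reads were drawn for the real genes with 200 genes changed 4-fold. Of 18138 genes tested, the limma fit called 205, among them 100% of the changed genes and 5 others. With no gene changed it called 0 of 18188 genes tested. With voom 99.5% of the changed genes were recovered, with 7 false calls. Of 200 simulated sets without a change, camera called 0.5%. The changed genes all had a mean of at least 8 RPM, and each gene was given the median spread of genes at its level. The rates therefore do not cover changed genes with lower values, smaller changes or genes that vary more than others at their level. The simulation also holds no variation shared by groups of genes, so these rates are optimistic for the real libraries.

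Alternatives were pseudocounts of 0.1 and 5 RPM, the log2 values as deposited, no filter, a mean of at least 4 RPM, centring on the median gene, quantile normalisation, eBayes without trend or robust, library quality weights, a replicate block, each library left out in turn, other thresholds, fry and an estimated correlation in camera. Added after the data had been seen were voom on the recovered reads with library sizes from the totals or from the median of ratios, scaling by the reads within transcripts or by the median of ratios, thinning to the lowest depth, a residual component as a covariate, the first naming, camera without the variance trend, and both of these together.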

Results

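Transcription was measured by single-cell RNA-seq in germinal vesicle (GV) oocytes, the fully grown oocytes that have not resumed meiosis, from 21-day-old mice. All females carried a floxed Setd1b gene. In 4 libraries the oocyte came from a female with Gdf9-Cre, a recombinase active in growing oocytes that removes the floxed segment (Setd1b cKO), and in 3 libraries from a female without it (Setd1b WT). Each library held the cDNA of 1 oocyte, so that the replicates are oocytes, and the labels do not say which oocytes shared a mother. The values covered 33437 oocyte transcripts, a set assembled from oocyte RNA with the isoforms of each gene merged, in RPM, the reads of a transcript scaled to the mapped reads of its library.

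The Setd1b cKO libraries held 10103998, 12142297, 11485032 and 8582493 mapped reads, from replicate 1 to replicate 4. The Setd1b WT libraries held 12348438, 12972366 and 10688295 mapped reads, from replicate 1 to replicate 3. A single read was worth between 0.0771 and 0.117 RPM, and a transcript without a read could have had up to 3 reads, or 0.231 to 0.350 RPM. These limits cover counting error alone, since reads amplified from 1 oocyte are not independent molecules. In the Setd1b cKO, 17750 ± 381 transcripts reached 1 RPM (SD, n = 4), against 16706 ± 192 in the WT (SD, n = 3; two-sided exact permutation p = 0.0571). The 100 most abundant transcripts took 23.5% ± 0.490 of the reads within transcripts in the Setd1b cKO (SD, n = 4) and 27.1% ± 0.675 in the WT (SD, n = 3; two-sided exact permutation p = 0.0286). With 4 libraries against 3 there are 35 splits, and 0.0286 is the smallest p that an exact test can give. The labels name no sequencing batch, so no value within a batch can be given.

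Whether oocytes of a genotype resembled each other was asked first. Pearson correlations of log2(RPM + 1) across the 18179 genes tested ran from 0.907 to 0.968 within the Setd1b cKO, from 0.944 to 0.973 within the WT and from 0.877 to 0.944 between the genotypes. The mean correlation within genotypes exceeded the mean between them by 0.0253 (one-sided exact permutation p = 0.0286, the smallest possible), and by 0.0133 with no filter on low values, the alternative that lowered it most. The correlations are across genes, which are not independent replicates. The first principal component, with 39.6% of the variance, placed every Setd1b cKO library below every WT library. The second, with 31.0%, placed cKO replicate 4 and WT replicate 3 together, apart from the other 5 libraries. No pair of libraries was a duplicate: chi-square per degree of freedom was at least 15.9 in every pair and at most 94.1 within a genotype.

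**Figure D1:**
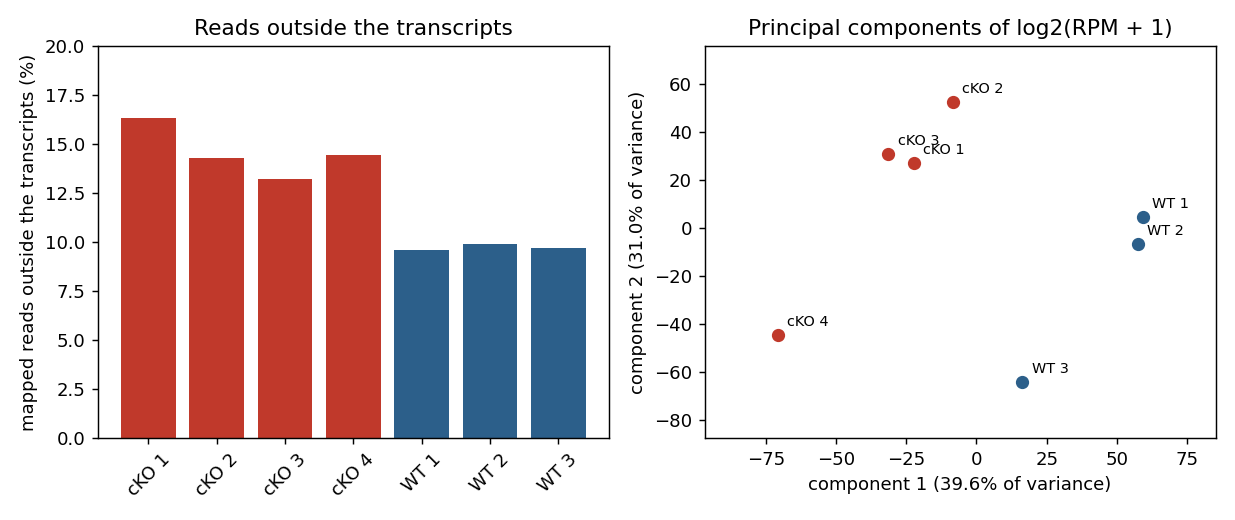
Left, the percent of mapped reads that fell outside the transcripts in each library (bars), which was 13.2% or more in the 4 Setd1b cKO libraries (red) and 9.90% or less in the 3 WT libraries (blue). Reads outside are the mapped reads less the summed reads of all transcripts, some of which overlap. Right, each library (points) on the first 2 principal components of log2(RPM + 1), where the genotypes part along component 1 and cKO 4 and WT 3 lie lowest on component 2.

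The targeted gene was examined in every library to check the labels. Setd1b (chromosome 5, 123142193 to 123168620, plus strand, GRCm38) was at 8.31, 16.7, 12.8 and 2.68 RPM in Setd1b cKO replicates 1 to 4, a mean of 10.1 ± 6.04 RPM (SD, n = 4). In WT replicates 1 to 3 it was at 17.7, 16.3 and 8.61 RPM, a mean of 14.2 ± 4.89 RPM (SD, n = 3). The genotypes overlapped, and the difference was smaller than the spread between replicates (one-sided exact permutation p = 0.171). In limma the log2 fold change was -0.61 (SE 0.49, Benjamini-Hochberg adjusted p = 0.533), and it stayed between -0.91 and -0.15 over 24 alternatives, with -0.15 found without cKO replicate 4. The values are for the whole transcript, which includes sequence outside the floxed segment, and another transcript of the set, at 10.5 RPM, overlaps it. The level of Setd1b therefore gives no check of the genotype labels in either direction.

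The main comparison asked which genes change in expression when SETD1B, an enzyme that methylates histone H3 at lysine 4 (H3K4), is lost. Using limma on log2(RPM + 1), 683 genes were higher and 355 were lower in Setd1b cKO oocytes, at a Benjamini-Hochberg adjusted p under 0.05 and a change over 2-fold. These 1038 genes made up 5.71% of the genes tested. At an unadjusted p under 0.05 there were 3948 genes. Fold changes are on the log2(RPM + 1) scale, which understates the change of genes with low values. The median log2 fold change was 1.53 for the higher genes and -1.47 for the lower genes. Both medians hold fitted values of genes at the detection floor, which are no bounds: the WT libraries all had 3 reads or fewer in 36 of the higher genes, and the cKO libraries in 7 of the lower genes. The libraries of the genotypes did not overlap in 680 of the higher and 354 of the lower genes. Among all genes tested 20.3% had no overlap, where chance gives 5.71%.

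These counts moved with the processing. Leaving out WT replicate 2 gave 171 higher and 109 lower genes, the lowest counts with a library removed, and leaving out cKO replicate 4 gave 850 and 437, the highest. Treating the recovered reads as counts with voom, part of limma, gave 443 and 328 genes.

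The share of higher genes depended on the scaling. Of the genes past the threshold, 65.8% were higher with the deposited scaling by all mapped reads, in which the median log2 fold change of all genes tested was 0.12. When each library was centred on its median gene, 458 genes were higher and 531 lower, 46.3% higher, with a median log2 fold change of -0.03. Quantile normalisation gave 428 and 442 genes (49.2% higher), median-of-ratios scaling gave 511 and 489 (51.1% higher), and scaling by the reads within transcripts gave 836 and 310 (72.9% higher). After centring, the 458 higher genes were all among those higher before it, and all 355 genes lower before it were among the 531 lower.

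**Figure D2:**
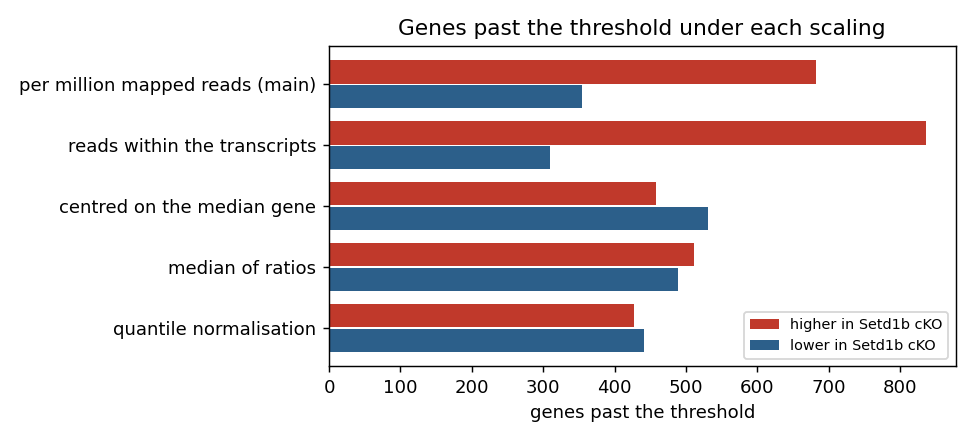
Number of genes past the threshold (horizontal axis) that were higher (red) or lower (blue) in Setd1b cKO oocytes under 5 scalings of the libraries. Higher genes outnumber lower genes with the deposited scaling by mapped reads (683 and 355) and fall below them after centring on the median gene (458 and 531) and quantile normalisation (428 and 442).

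The excess of higher genes lay among genes with low values. Among the 6849 genes with a mean of at least 16 RPM, 218 were higher and 197 lower, with a median log2 fold change of 0.03. In the 11330 genes under 16 RPM, 465 were higher and 158 lower. Protein-coding genes gave 311 higher and 200 lower genes of 11262 tested. Genes of other types gave 120 and 65 of 2250. Transcripts matched to no annotated gene gave 252 and 90 of 4667.

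**Figure D3:**
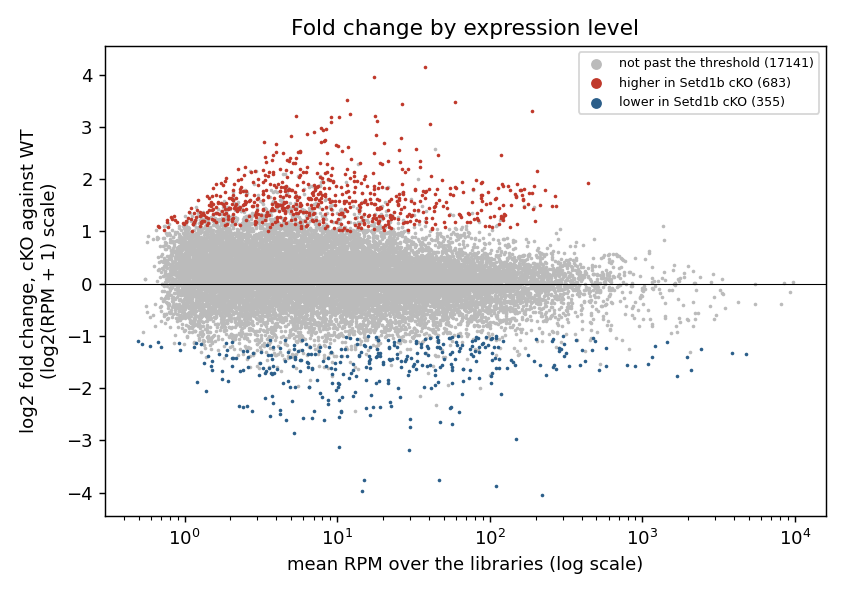
Log2 fold change of Setd1b cKO against WT oocytes on the log2(RPM + 1) scale (vertical axis) by mean RPM over the 7 libraries (horizontal log axis), 1 point per gene tested. Genes past the threshold are coloured, 683 higher in red and 355 lower in blue.

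Named genes were chosen by a fixed rule, the largest changes among well-expressed genes whose libraries did not overlap between genotypes. Among the decreases, Pramel27 (chromosome 4, 143843768 to 143853864) fell from 479 ± 69.3 RPM in the WT (SD, n = 3) to 28.4 ± 6.44 RPM in the Setd1b cKO (SD, n = 4). Its log2 fold change was -4.04 (SE 0.23, limma adjusted p = 6.28e-05). It belongs to a family of near-identical copies, so the assignment of its reads is uncertain. Dhrs3, Pabpn1l and Defb41 had log2 fold changes of -3.97, -3.88 and -3.76. Which of these 4 genes fell most depended on the pseudocount, the scaling and the libraries: with the log2 RPM as deposited the Dhrs3 log2 fold change was -4.95, the Defb41 log2 fold change -4.81 and the Pramel27 log2 fold change -4.09. Arid5b (-2.98), Cep112 (-2.58) and Il1f9 (-2.46) were also among the largest decreases. The limma adjusted p of Il1f9 ran from 0.0128 to 0.107 when each library was left out in turn.

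The largest increase was that of Plac1 (chromosome X, 53069996 to 53114530), from 3.94 ± 4.86 RPM in the WT (SD, n = 3) to 62.9 ± 7.54 RPM in the Setd1b cKO (SD, n = 4). Its log2 fold change was 4.14 (SE 0.50, limma adjusted p = 0.00279). It was followed by Iqschfp (log2 fold change 3.47), Prelid2 (3.21), Kbtbd11 (3.12), Slc16a6 (3.10), Fabp7 (3.06), Ccpg1os (2.84) and Mpped2 (2.68). In Prelid2, WT replicate 3 was at 12.5 RPM against 0.405 and 0.385 RPM in the other WT libraries, and the limma adjusted p ran from 0.000496 to 0.114 when each library was left out in turn. The directions of the genes named here were the same under each scaling tried.

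Whether the remaining H3K4 methyltransferases, the subunits of their complexes and the DNA methyltransferases changed was asked with a fixed list, of which 18 genes besides Setd1b were tested. Past the threshold, 2 genes changed when adjusted over all genes tested, and 2 when adjusted over the list alone. Dnmt1 (chromosome 9, 20907206 to 20960182) fell from 701 ± 36.2 RPM in the WT (SD, n = 3) to 288 ± 17.1 RPM in the Setd1b cKO (SD, n = 4), a log2 fold change of -1.28 (SE 0.19, limma adjusted p = 0.00545). Over 24 alternatives it kept its direction and its side of the threshold, with log2 fold changes from -1.44 to -1.18 and limma adjusted p from 5.18e-06 to 0.0361. Ash2l, a subunit shared by the H3K4 methyltransferase complexes (chromosome 8, 25816191 to 25847696), rose from 16.3 ± 2.78 RPM in the WT (SD, n = 3) to 41.8 ± 6.66 RPM in the Setd1b cKO (SD, n = 4). Its log2 fold change was 1.31 (SE 0.23, limma adjusted p = 0.0101), and without WT replicate 1 it was 1.21 (adjusted p = 0.0544). Dnmt3l was at 45.8 ± 14.3 RPM in the Setd1b cKO (SD, n = 4) and 87.2 ± 16.8 RPM in the WT (SD, n = 3). Its log2 fold change of -0.95 was short of 2-fold (limma adjusted p = 0.0754, and 0.0385 adjusted over the list alone). When libraries were centred on the median gene, the Dnmt3l log2 fold change was -1.11 (limma adjusted p = 0.0413, from 0.000782 to 0.244 over 24 alternatives).

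None of the other H3K4 methyltransferases tested was past the threshold. Setd1a had a log2 fold change of -0.64 (limma adjusted p = 0.180) and Kmt2b of -0.38 (0.305), and for both genes every Setd1b cKO library was below every WT library. Kmt2c had a log2 fold change of 0.39 (limma adjusted p = 0.331) and Kmt2d of -0.22 (0.716). Kmt2a was below the filter on low values. Dnmt3a, Dnmt3b and Uhrf1 had log2 fold changes of -0.39, 0.24 and -0.33 and were not past the threshold.

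**Figure D4:**
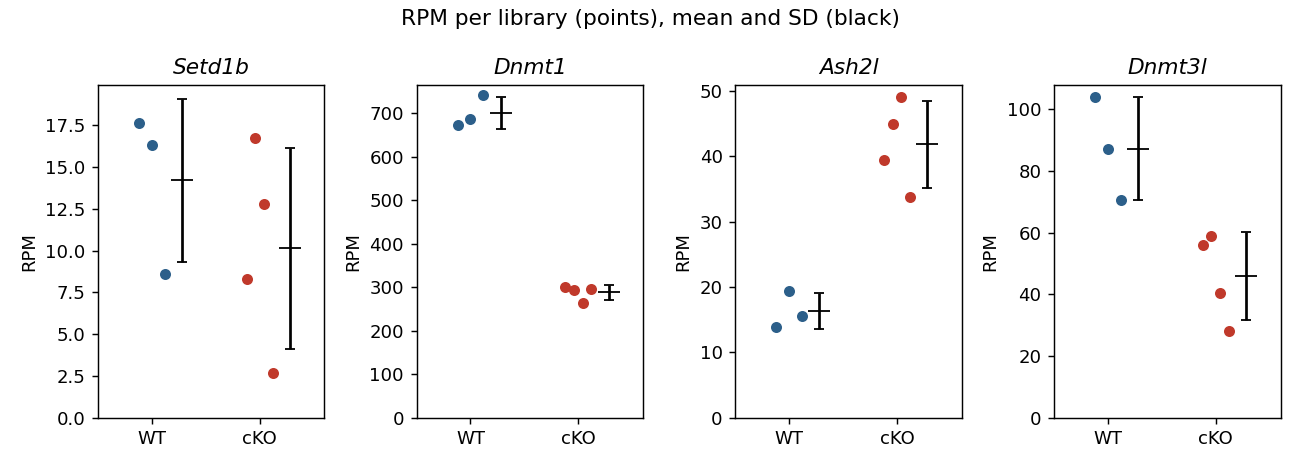
RPM of Setd1b, Dnmt1, Ash2l and Dnmt3l in each library (coloured points) with the mean and SD of each genotype (black; WT n = 3, cKO n = 4). The genotypes overlap for Setd1b, while Dnmt1 and Dnmt3l are lower and Ash2l is higher in each cKO library than in each WT library.

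Gene families expressed in oocytes were compared with the other genes tested using camera, with Benjamini-Hochberg adjustment over 7 sets. The PRAME family (22 genes) had a median log2 fold change of -0.94, with 6 genes past the threshold and lower (camera adjusted p = 5.17e-07). The F-box family (54 genes) had a median of 0.03, with 10 genes past the threshold and lower (camera adjusted p = 0.0314). Of these 10 genes, 9 are Fbxw genes in tandem on chromosome 9, between 109131089 and 109790907. The study had named both families among its lower genes on these same libraries, so that these tests are not independent evidence. The NLRP family (12 genes) had a median of -0.69, with 2 genes past the threshold (camera adjusted p = 2.49e-06), Nlrp9b and Nlrp4f. PRAME, Fbxw and NLRP genes lie in tandem copies that can share reads, and the values of single members are uncertain.

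Zona pellucida and oocyte-secreted factors (10 genes) had a median log2 fold change of -0.60, all 10 below 0 and Oosp3 past the threshold (camera adjusted p = 4.40e-05). Oocyte transcription factors (11 genes) had a median of -0.16 (camera adjusted p = 0.0241), with Obox1 and Obox5, again tandem copies, past the threshold. Maternal effect factors (13 genes) had a median of -0.21 with 0 genes past the threshold (camera adjusted p = 0.0241). Zinc finger genes with a Zfp symbol in GENCODE or RefSeq (279 genes) had a median of 0.09, with 7 genes higher and 2 lower past the threshold (camera adjusted p = 0.750). The medians stand beside that of all genes tested, 0.12, and the direction camera gave to each of the 7 sets was the same under each scaling tried.

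The set tests depended on the method and on how genes were named. A set is compared with the other genes by camera, while fry asks whether it changed at all. With fry, the zona pellucida and oocyte-secreted factors (adjusted p = 0.0151) and the maternal effect factors (0.0279) held, and with an inter-gene correlation estimated in camera the zona pellucida and oocyte-secreted factors alone held (0.0462). The naming of genes was extended after an exploratory fit had been seen. Under the naming first used, the PRAME family had 6 genes, 0 of them past the threshold (camera adjusted p = 0.0928), and the F-box family (0.132) and the maternal effect factors (0.0691) were not past it either. The NLRP family (0.000148), the zona pellucida and oocyte-secreted factors (0.000148) and the oocyte transcription factors (0.0402) were. Without cKO replicate 4, the F-box family and the oocyte transcription factors each had a camera adjusted p of 0.170. Without WT replicate 2 the values were 0.119 and 0.113.

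Single members of these sets also depended on single libraries. Fbxw15, Fbxw21, Fbxw28, Nlrp4f, Nlrp9b, Obox1, Oosp3, Pramef17, Pramel23, Pramel47, D3Ertd254e, Zfp12, Zfp113, Zfp618 and Zfp991 each lost the threshold when at least 1 library was left out. The largest limma adjusted p among those fits was 0.123, for Fbxw15. Pramel27, Pramel22, Fbxw14, Fbxw20 and Obox5 did not lose it in any of the 7 fits.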

Values the study reported

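The study reported 1519 differentially expressed genes between the genotypes. Of these, 594 were downregulated and 925 were upregulated after loss of SETD1B.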

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

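The tests of reads outside the transcripts were chosen only after the difference was seen; those of cKO replicate 4 were not.

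More reads fell outside the transcripts in Setd1b cKO than in WT libraries. No transcript counts these reads, but they are part of the library totals by which the deposited values were scaled, and scaling by the reads within transcripts gave 836 higher and 310 lower genes. The reads outside were taken as the mapped reads less the summed reads of all transcripts. Since 33.5% of the transcripts overlap another, reads counted more than once would lower this share. Whether that differed between the genotypes was not tested. The share was 14.6% ± 1.30 of mapped reads in the Setd1b cKO (SD, n = 4) and 9.73% ± 0.165 in the WT (SD, n = 3), a difference of 4.84 percentage points (two-sided exact permutation p = 0.0286, the smallest possible). A difference in depth is argued against, since the 2 cKO libraries deeper than the shallowest WT library still had at least 13.2% outside. Genomic DNA in the cKO libraries cannot be told apart from other sources. Reads spread over the genome would have lowered the share of silent transcripts, at one depth, from 17.4% ± 1.14 in the WT (SD, n = 3) to a predicted 12.3%, and the cKO libraries had 15.3% ± 1.43 (SD, n = 4). That is 3.05 points above the prediction, more than 2 SD of the cKO libraries alone (2.87) but less than 2 SD of both genotypes combined (3.67). All 4 cKO libraries lay above the prediction. Transcription outside the known oocyte transcripts, or unspliced RNA, is a candidate source that stays open with the genotype and was not tested.

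In the 4 Setd1b cKO libraries, 7 of 60 values had a single library far from the others, where chance gives about 3. The WT, with 3 libraries, was not examined in this way. Each of these is given below as the gap to the nearest library divided by the range of the group.

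Replicate 4 stood apart in 4 of the 7. It was lower than the other Setd1b cKO libraries in Kmt2c (144 RPM against 178 to 184, gap 0.855), Setd1a (28.7 RPM against 49.5 to 53.7, gap 0.868), Kmt2d (108 RPM against 211 to 229, gap 0.893) and Fbxw21 (323 RPM against 509 to 554, gap 0.844). After trends with RNA length and GC content were removed, 0 of these genes still had cKO replicate 4 apart, and after thinning to one depth 1 gene did. Neither count decides, because so few genes near the limit drop below it with any change of the values, the sampling noise of the thinning included, so that RNA length and GC content and a difference in depth cannot be told apart from chance. Differences between single oocytes stay open, and no biological explanation was tested.

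Replicate 1 was lower than the other Setd1b cKO libraries in Wdr5 (41.2 RPM against 49.6 to 50.5, gap 0.916) and Hcfc1 (5.54 RPM against 7.84 to 8.39, gap 0.832). In replicate 2 the 10 most abundant transcripts took 6.37% of the reads within transcripts, against 7.05% to 7.19% in the others (gap 0.832). Which of the 7 values chance accounts for cannot be said, the values of one library are not independent, and neither a technical nor a biological explanation was tested for them.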

How the results depend on the processing

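The 9 alternatives named as added in the methods were chosen only after the data had been seen.

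Dnmt1 and the difference in correlation within and between genotypes (0.0133 to 0.0393 over 18 alternatives) kept their direction, and Dnmt1 its side of the threshold, under every alternative run. The zona pellucida and oocyte-secreted factors were past the threshold in all 29 alternatives (camera or fry adjusted p from 1.17e-09 to 0.0462). Setd1b was lower in the Setd1b cKO and not past the threshold in all 24 (adjusted p from 0.0854 to 0.833).

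The number of genes higher in Setd1b cKO moved by more than 1.5 times with a pseudocount of 5 RPM (315), no filter on low values (174), quantile normalisation (428), library quality weights (1197), an adjusted p under 0.01 (152), voom on recovered reads (443), voom with sizes by the median of ratios (325) and a residual component as a covariate (1282). The number of lower genes did so with no filter (129), library quality weights (554), an adjusted p under 0.01 (110) and the residual component (610). The stricter threshold acts by construction. With no filter 33437 genes were tested and the errors that limma estimates changed as well, and these causes were not separated. The residual component is estimated from the same residuals and shrinks them by construction; it gave 1892 genes for the real split and up to 1020 for another. For the others the cause was not tested. Across the 7 fits that each left out 1 library there were from 171 to 850 higher and from 109 to 437 lower genes, lowest without WT replicate 2 and highest without cKO replicate 4, and from 1 to 2 genes of the methyltransferase list, 1 without WT replicate 1. Under centring on the median or median-of-ratios scaling the list had 3 genes, Dnmt3l included. Thinning to the lowest depth gave 667 higher and 353 lower genes. Depth limits the genes under about 1 RPM, where a single read was worth up to 0.117 RPM.

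The set tests moved as well. With no filter, the adjusted p of the F-box family set test was 0.453 and that of the oocyte transcription factor set test 0.0515. With quantile normalisation these were both 0.192, and the maternal effect factors had 0.330. By the first naming the PRAME family had 0.0928, the F-box family 0.132 and the maternal effect factors 0.0691, and with camera's variance trend off as well 0.113, 0.147 and 0.0833. Fewer members were named there. With fry the PRAME and NLRP families both had 0.0948, the F-box family 0.517 and the oocyte transcription factors 0.277. With an estimated correlation the PRAME and NLRP families both had 0.255, the F-box family 0.502, the oocyte transcription factors 0.394 and the maternal effect factors 0.178. The zinc finger set test, not past the threshold in any alternative, changed direction with a mean of at least 4 RPM (0.939), with fry (0.589) and without cKO replicate 4 (0.184), WT replicate 1 (0.604) or WT replicate 2 (0.734). The zinc finger direction with fry follows from its question. It asks whether a set changed at all, and the mean log2 fold change of the zinc finger set was 0.11. Across the fits without 1 library, the F-box family and the oocyte transcription factors each ran from 0.00563 to 0.170 and the zinc finger set from 0.0603 to 0.762. For the other set tests the cause was not tested.

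The replicate block gave 899 higher and 474 lower genes over the 6 libraries numbered 1 to 3, against 850 and 437 in the same libraries without it. The deviations of libraries with the same number had correlations of 0.192, 0.295 and -0.129, within the range of the other pairs (-0.551 to 0.608). They give no sign that the numbers pair the oocytes, but so few correlations cannot exclude a pairing. Under the block the F-box family set test had an adjusted p of 0.178, the oocyte transcription factor set test 0.194 and the zinc finger set test 0.194 with its direction changed. The Wdr5 log2 fold change (-0.011) changed sign, and so did the Kmt2d log2 fold change (0.027) and those of Rbbp5 (0.16), Bod1 (-0.12) and Dpy30 (-0.17). None of these genes was past the threshold. The 6 libraries lack cKO replicate 4. Leaving it out without a block also changed the sign of 5 named genes and the direction of the zinc finger set test. The F-box family and oocyte transcription factor set tests each had a camera adjusted p of 0.170 in that fit. These changes therefore cannot be assigned to the block.

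Of 1268 values of named genes under an alternative, 1152 kept their direction and side of the threshold, 82 lost the threshold, 2 passed it and 32 changed sign. Every gene that changed sign was close to 0 and not past the threshold. The Wdr5 log2 fold change was -0.15 when centred on the median, -0.13 with voom and sizes by the median of ratios, -0.13 with median-of-ratios scaling and -0.0022 with library quality weights. Under the first 3 of these settings the Bod1 log2 fold change was -0.066, -0.050 and -0.048, the Dpy30 log2 fold change -0.070, -0.054 and -0.054, and the Cxxc1 log2 fold change -0.061, -0.045 and -0.035. Quantile normalisation also gave -0.035 for Cxxc1. Without 1 library each, Wdr5 ran from -0.031 to 0.077, Rbbp5 from -0.31 to 0.16, Bod1 from -0.12 to 0.32, Kmt2d from -0.33 to 0.027, Dpy30 from -0.17 to 0.37 and Cxxc1 from -0.036 to 0.19. The shift of the median gene accounts for the centred values by construction; for the others the cause was not tested.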

Other observations

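The splits for the gene counts and the methyltransferase list, and the tests on the share of higher genes, on granulosa cell RNA and on other definitions of a symbol stem, were chosen only after the result was seen.

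In the comparison of genotypes 355 genes were lower in Setd1b cKO oocytes. That is lower than the value quoted from the study above. The counts of higher genes (683) and of all genes past the threshold (1038) were lower too, by a smaller factor. Over 26 alternatives there were from 109 to 610 lower genes, and the highest count, with a residual component as a covariate, lies above the quoted value.

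Other splits of the 7 libraries into 4 and 3 were fitted in the same way. For the genes higher in Setd1b cKO, 1 of the 35 splits, the real one, gave as many, and for the lower genes and for the methyltransferase list also 1 of 35. Of the 34 other splits 3 gave any gene past the threshold, at most 3 higher and 10 lower. The set tests were less distinct. As small an adjusted p was found in 2 of the 35 splits for the zona pellucida and oocyte-secreted factors, in 2 for the maternal effect factors, in 3 for the NLRP family, in 4 for the PRAME family, in 11 for the F-box family, in 11 for the oocyte transcription factors and in 32 for the zinc finger set. By these counts a chance split of the oocytes is not excluded for any of the sets. For the zona pellucida and oocyte-secreted factors and for the maternal effect factors the other split parts the genotypes except for 1 Setd1b cKO library, so that it still holds most of the genotype contrast and is weak evidence for chance.

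More genes were higher than lower with the scaling by mapped reads. A difference in depth is argued against, as 65.4% of the genes past the threshold were higher after thinning to one depth. A few abundant transcripts taking the reads stay open. With scaling by the reads outside the 100 most abundant transcripts, the median log2 fold change of all genes tested was 0.13. With scaling by all reads within transcripts it was 0.19. Each Setd1b cKO library median (-0.012 to 0.109) still lay above each WT library median (-0.102 to -0.029) under the first of these scalings. The shift that was left did not pass an exact permutation test of these medians (two-sided p = 0.0571), so the test does not decide. One scaling factor per library stays open too. Genes at 8 to 32 RPM shifted more than the most abundant genes by 0.13 on the log2 scale in Setd1b cKO against WT, and the libraries overlapped (exact permutation p = 0.143), so that a wider rise of genes with low values and a scaling error cannot be told apart. A rise of weakly expressed genes after loss of SETD1B may contribute and was not tested separately.

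Transcripts without an annotated gene were higher more often than protein-coding genes among those past the threshold (odds ratio 1.80, two-sided Fisher's exact p = 0.000122). Over 5 strata of expression level the odds ratio was 1.18 (95% interval 0.847 to 1.63). Their low expression level may therefore be a sufficient cause.

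The residuals after genotype had a first component with 52.8% of their variance, in which cKO replicate 4 (71.8) and WT replicate 3 (50.7) lay apart from the other libraries (-43.8 to -13.0). The deviations of these 2 libraries from their genotype means correlated across genes (r = 0.608), against -0.551 to 0.429 for the other 11 pairs. RNA length and GC content are argued against as the whole cause. Among 6151 genes with a mean of at least 16 RPM, 89.8% of such genes, r was 0.824 before and 0.805 after their trends were removed, and the other pairs reached at most 0.716. A difference in depth is argued against too, since r was 0.601 after thinning. Granulosa cells surround the oocyte, and their RNA is a candidate source that stays open. The 18 weakly expressed markers of the list summed to a mean of 11.4 RPM per library in these 2 and 28.7 RPM in the other 5, a difference that makes up 0.0105% of the RPM that were higher in the other 5 libraries. That share cannot decide, because these markers sum to so little that it would be small even if the 2 libraries held none. The most abundant markers were Serpine2 (117 RPM), Nr5a2 (34.1 RPM) and Cyp19a1 (25.0 RPM), 3 genes that the oocyte libraries all held and that tell little about other cells. All markers together did lie on one side, with both libraries below the lowest of the others (97.4 RPM in WT replicate 3 against 157 to 302 RPM in the others), as granulosa RNA in the other 5 would give, and a test on that sum alone would have favoured this source. Of the 10 markers tested between genotypes 0 were past the threshold and 1 had an unadjusted p under 0.05. Differences between oocytes, such as their stage, are an open hypothesis, and no biological explanation was tested.

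Genes past the threshold lay next to each other more often than chance placement gives. There were 75 neighbouring pairs that changed in the same direction, against a mean of 32.5 in 10000 shuffles (permutation p = 0.0001, the smallest they can give). Pieces or overlaps of one locus are argued against as the whole cause. Among protein-coding genes that do not overlap there were 33 pairs, against at most 28 in the shuffles (permutation p = 0.0001, the smallest they can give). Without pairs that share the stem of their symbol, 16 pairs remained, against 10.4 (permutation p = 0.0609). That count took placeholder symbols such as Gm for a family. With these pairs kept 19 pairs remained (permutation p = 0.0104), and 18 with PRAME symbols taken as one family as well (permutation p = 0.0212). These counts go by the spelling of symbols, so relatives with unlike or placeholder symbols count as unrelated. Pairs such as Pramel34 and AA792892, neighbours that were both lower, stayed in for this reason. Whether tandem gene families account for all of the neighbours therefore stays open. The test does not separate reads shared between copies from regulation shared by the copies.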
